A study of Mus musculus with 20 samples. Its data were reported in "Totipotency segregates between the sister blastomeres of two-cell stage mouse embryos" (2017).

How the data were processed

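Transcriptomes of single blastomeres were measured in mouse 2-cell embryos that had been bisected shortly after the first cleavage. Per the methods, embryos came from hormone-primed B6C3F1 females mated to CD1 or OG2 males. Which males sired the embryos on the arrays was not stated. The 20 arrays came from 10 embryos, with both sister blastomeres of each embryo on an array of their own. Per the labels, 10 arrays carried the name blastomere and 10 the name sister blastomere, and a shared number marked the embryo. The 2 names are called title arms here. Per the methods, the cells of an embryo were extracted in sequence, but neither the labels nor the methods say which of them was called the sister. The embryo was the replicate, so that each arm held 10 values and each comparison of sisters 10 pairs.

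The authors extracted total RNA from each single cell without a DNase step, amplified it with a whole transcript kit for picogram amounts, and hybridised it to 1-colour Affymetrix mouse transcriptome arrays. The deposited values were on a log2 scale. The authors obtained them in Affymetrix Expression Console, per the submitters' processing notes and the file headers, by a signal space transformation followed by robust multiarray averaging for background correction, normalization and summarization of probes into features. The version of that program was not given in the sources used here, nor was the genome build of the array annotation, so that chromosomes are given without coordinates. The deposited table of values held 72688 features per array. A second deposited table held the same signals in every cell, together with the annotation of each feature and the number of probes behind it, a quantity with no unit that per the file headers the array annotation supplies. Because of this identity, the planned comparison with the second table had nothing to compare. The detection p-value columns held no values and were not used. Array-wide median log2 values lay between 4.66 and 5.09, and between 12928 and 14140 named genes per array reached a log2 value of 6. The number of arrays limits the precision of every value below.

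Of the 72688 features, 6918 were controls or unmapped and 65770 were transcript clusters. Exactly 1 gene symbol was attached to 38574 of these, several to 1389 and none to 25807. Features with several symbols were not named. For the 172 genes with several features, the feature with the highest mean over the 20 arrays was kept, which left 38367 genes. A gene counted as detected at a mean log2 value of at least 6 over the 20 arrays, and 13608 genes were tested. The median of the 5222 negative control features over all arrays was 4.69. Chromosomes were read from the feature identifiers and compared with the RefSeq gene table of assembly GRCm38.p6 by symbol. Of the 11102 detected genes found in it, 11059 had the same chromosome (99.6%). Several features of ampliconic X and Y genes and of pseudogene families carried the same or nearly the same values on all arrays, because near-identical copies share probe sequences, and single members of such families are therefore uncertain.

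Whole transcriptomes were compared by Pearson correlation of log2 values over the 13608 genes. The mean of the 10 sister pairs was set against that of the 90 pairs that joined a blastomere with the sister blastomere of another embryo, with a two-sided permutation test of the pairing (100000 draws; the smallest p it can give is 1e-05). Pairs joined directly, that is at first order, in hierarchical clustering (1 minus Pearson r, average linkage) and cells whose nearest neighbour was their sister were counted, and tested one-sided against random pairings of all 20 cells. For each gene, limma fitted embryo and title arm. The moderated F of the embryo term was read in both tails, the upper for sisters that resembled each other more than cells of other embryos and the lower for sisters that lay farther apart. The title arm was tested as sister blastomere minus blastomere with the embryo pair as a block. Adjusted p-values are Benjamini-Hochberg values, with a threshold of 0.05. The intraclass correlation, which is 1 where sisters have identical deviations from their arm mean and below 0 where they lie farther apart than cells of different embryos, describes the size of the embryo effect. The ratio of the higher over the lower linear value of the sisters was averaged over 10 pairs and compared with 100 random pairings of cells from different embryos. Such a ratio is never under 1.

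The pairing itself was known, since both cells of a number came from the same embryo. As a check, the deviations of the cells from their arm means were correlated within embryos. The mean r was 0.186, with a range from 0.0326 to 0.361, and it exceeded 0.1 in 9 of 10 embryos.

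There were 18 gene lists fixed before the data were examined: housekeeping genes, 3 genes reported elsewhere as asymmetric, maternal transcripts, genes of zygotic genome activation, ribosome biogenesis, pluripotency and epiblast, trophectoderm, primitive endoderm, germ cell development, chromatin factors linked to blastomere asymmetry, cell cycle, apoptosis, stress response, mitochondrially encoded genes, sex-linked genes, and markers of cumulus cells, blood and sperm. The mean absolute log2 difference of sisters over the detected genes of a list was compared with permuted pairings (100000 draws, two-sided, adjusted over the lists). Shifts between title arms were tested with limma's camera at a preset correlation of 0.01, again with an estimated correlation, and with fry. None of the blood markers was detected, so that this list was not tested over detected genes.

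The genes named were set before the data were examined: the 12 smallest p in the upper and the 8 smallest in the lower tail of the embryo effect; for the title arm, the 10 largest differences each way among genes past the threshold with the same sign in at least 9 pairs, or failing that the 6 smallest p; the 10 largest mean ratios among genes with a mean log2 value of at least 8 and a ratio over 2 in at least 8 of 10 pairs; the 2 smallest p of a list in the test described; and each measured member of the housekeeping, reported asymmetric, germ cell development and sex-linked lists. Predicted or unnamed models, microRNA, small nucleolar RNA and olfactory receptors were counted but passed over for naming.

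The gene tests were run on simulated data for the 13608 genes before use. With 200 genes given a shared embryo deviation of 3 times the within-pair SD, 85% were recovered in the upper tail with 11 false calls. With 200 genes given opposite deviations in sisters, 73.5% were recovered in the lower tail, but with 123 false calls. The plain analysis of variance F, run on the same simulated genes, recovered 76.5% with 6 false calls. The lower tail of the moderated F is therefore reported together with the plain F. With a shift of 1 on the log2 scale between title arms, 42% of 200 genes were recovered with 3 false calls. The clustering counts, run on simulated arrays for the same 13608 genes, gave 10 directly joined pairs with a shared embryo deviation and 0 without one. The shared deviation had the same SD as the noise in every gene. It gave a difference in mean correlation between sisters and non-sisters of 0.109, against 0.0133 in the deposited values. The simulation therefore does not show how many direct pairs to expect in these data.

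Array quality was described by the control signal contrast, the median of the 1324 positive control features (probes for constitutive genes) minus that of the 5222 negative control features on the same array. Alternatives planned before the data were examined were no filter on low values, a stricter filter at 8, quantile normalization, Spearman correlation, centring of each gene on its title arm, other linkages and distances, all array features, all non-sister pairs, the plain analysis of variance named in the methods, a paired t-test, limma's trend and robust options, no replicate block, median ratios, a pseudocount of 16, and each embryo left out in turn. Genes outside X and Y only, centring over all arrays, the control contrast as a covariate, and leaving out the 6 embryos with an array whose contrast was under 3.5 were added after the data had been seen. The work used R 4.3.3, limma 3.58.1, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.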

Results

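The transcriptomes of both sister blastomeres of 10 mouse 2-cell embryos were available, 20 single cells on 20 arrays. The comparisons asked whether sisters can be recognised by their transcriptomes, which genes the sisters of an embryo share or do not share, and whether the cells titled blastomere and sister blastomere differed. Values are on the log2 scale unless stated, and errors are SD over 10 embryos.

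The control signal contrast, which describes how far the positive control features of an array stood above its negative controls, differed between the title arms. It was 4.30 ± 0.43 (SD, n = 10) on the blastomere arrays and 3.57 ± 0.63 (SD, n = 10) on the sister blastomere arrays. It was lower in the sister blastomere in 10 of 10 embryos (exact sign-flip permutation test, two-sided p = 0.00195). The contrast ranged from 3.42 to 4.74 on the blastomere arrays and from 2.96 to 4.73 on the sister blastomere arrays. More genes reached a log2 value of 6 on the sister blastomere arrays, 13662 ± 321 against 13364 ± 341 (exact sign-flip permutation test, two-sided p = 0.0117), with the lower number in the sister in 2 of 10 embryos. The highest counts, 14140 and 14038, were on arrays with a contrast of 2.96 and 3.42, and the lowest, 12928, on an array at 4.55. A higher count can therefore not be read as more genes expressed.

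**Figure D1:**
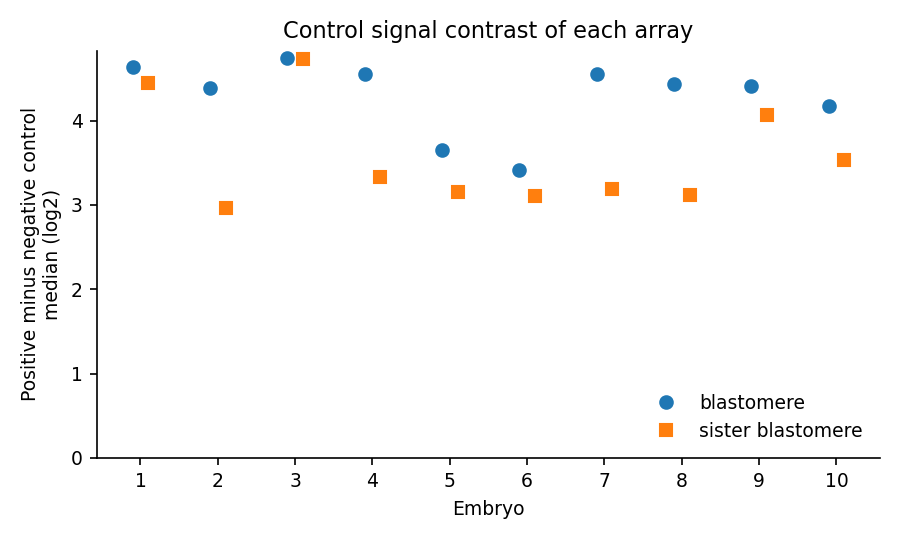
Control signal contrast (median of positive minus median of negative control features, log2) of each array, by embryo, with circles for blastomeres and squares for sister blastomeres. The square lies below the circle in 10 of 10 embryos, by 0.73 on average.

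Sister blastomeres resembled each other more than blastomeres of different embryos did. The mean correlation was 0.940 ± 0.0116 (SD, 10 pairs) between sisters and 0.927 ± 0.00965 (SD, 90 pairs) between a blastomere and the sister blastomere of another embryo. The difference of 0.0133 was larger than in any permuted pairing (permutation test, two-sided p = 1e-05, the smallest it can give). The distributions overlapped, since single sister pairs ranged from 0.917 to 0.954 and single non-sister pairs from 0.896 to 0.948. Over all genes, sisters differed by 0.68 in mean absolute log2 value and non-sisters by 0.75. The sister in embryo 2 ranked only 10 among the sister blastomeres when compared with its blastomere, whereas in embryos 1, 3, 9 and 10 each cell was the best match of the other.

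**Figure D2:**
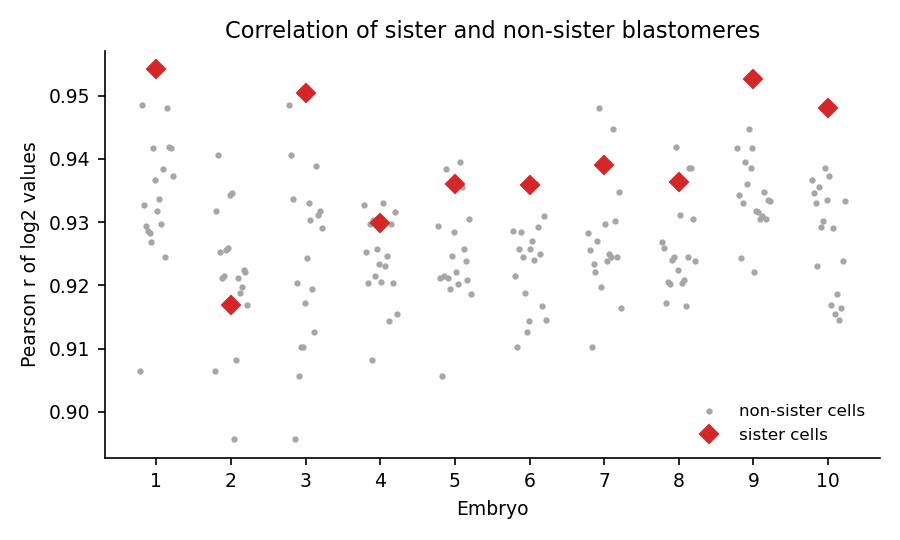
Pearson correlation of log2 values over 13608 genes for each embryo, with red diamonds for its sister cells and grey points for pairs of one of its cells with a cell of the other title arm from another embryo. The sister value exceeds each of the grey points in embryos 1, 3, 9 and 10, and lies within or below the highest of them in the other embryos.

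Hierarchical clustering joined 4 of 10 sister pairs directly, those of embryos 1, 3, 9 and 10 (permutation test, one-sided p = 0.00011). The nearest neighbour of a cell was its sister for 10 of 20 cells (permutation test, one-sided p = 1e-05, the smallest it can give). The count of direct pairs depended on the scale of the comparison. It was 9 when each gene was centred on the mean of its title arm, 6 when it was centred on the mean of all cells, and 2 when genes of the X and Y chromosomes were left out. Across the 10 embryos, the sister correlation rose with the lower control contrast of the pair (Pearson r = 0.804, permutation p = 0.00309, adjusted p = 0.00464; Spearman rho = 0.830, permutation p = 0.00483, adjusted p = 0.0132, over 3 relations computed). Without the 2 embryos farthest from the median contrast, r was 0.804 (permutation p = 0.0177). The excess of the sister correlation over that with other embryos also rose with the lower contrast (r = 0.803, permutation p = 0.00292, adjusted p = 0.00464; rho = 0.794, permutation p = 0.0088, adjusted p = 0.0132), but not past the threshold without the 2 farthest embryos (r = 0.677, permutation p = 0.0832).

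**Figure D3:**
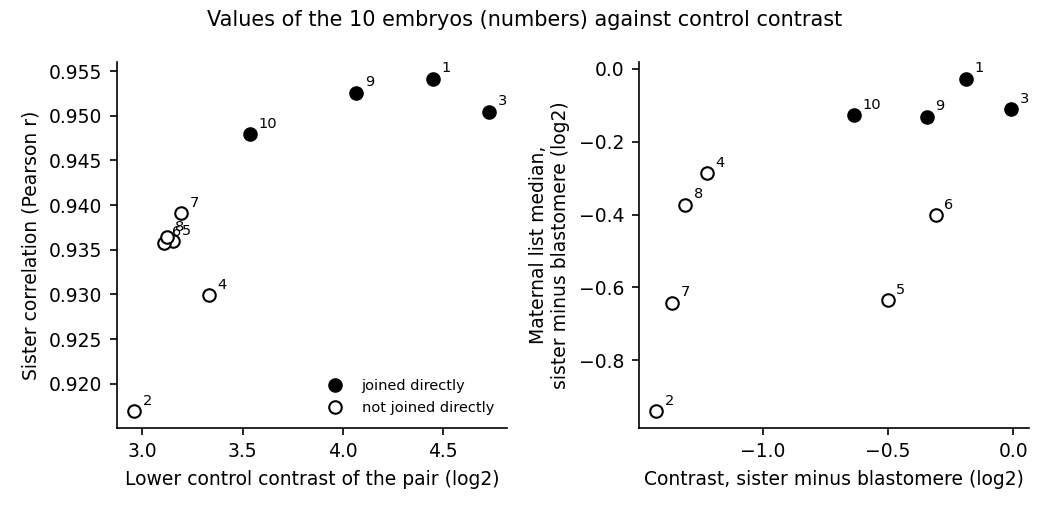
Left, sister correlation against the lower control contrast of the pair. Right, median difference of 47 maternal transcripts, sister blastomere minus blastomere, against the difference in contrast. Each point is an embryo, numbered, and filled points are pairs joined directly. Pearson r is 0.804 on the left and 0.654 on the right.

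A small set of genes varied more between embryos than between the sisters of an embryo. Of 13608 genes, 106 were more alike in sisters than in cells of different embryos (limma moderated F, adjusted p under 0.05). They stood for 94 distinct value profiles, because near-identical copies gave identical values. The X chromosome held 24 of them and the Y chromosome 38, and 44 lay elsewhere. This was 2.65% of the 905 X-linked genes, 73.1% of the 52 Y-linked genes and 0.348% of the 12650 other genes tested. When the genes outside X and Y were tested alone, 7 passed. Over all genes the median intraclass correlation was 0.184, and it was above 0 for 70.3% of genes.

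Fthl17b, an X-linked relative of the ferritin heavy chain, had the smallest p for the embryo effect among the named genes. It had values from 11.91 to 14.48 in both sisters of embryos 1, 4, 5, 6, 7 and 9 and at most 5.89 in both sisters of embryos 2, 3, 8 and 10 (intraclass correlation 0.968, limma adjusted p = 6.65e-05). Fthl17e (adjusted p = 0.000407), Fthl17f (adjusted p = 0.00507) and Fthl17d (adjusted p = 0.00575) followed the same embryos, as did the X-linked pseudogene Mageb6-ps (adjusted p = 0.00193) and Pramel3 (adjusted p = 0.0052), a member of a gene family expressed in germ cells. Members of the Fthl17 family are similar in sequence, so that single members were not told apart with certainty. The Y-linked Sly, a spermatid gene with many copies on that chromosome, had values from 8.20 to 11.11 in both sisters of embryos 2, 3, 8 and 10 and from 5.59 to 6.96 in the other embryos (intraclass correlation 0.915, adjusted p = 0.00193). The X-linked Jade3 (adjusted p = 0.006), a chromatin reader, and Ddx26b (adjusted p = 0.0109) varied between embryos over ranges from 7.79 to 12.88 and from 5.63 to 12.12.

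**Figure D4:**
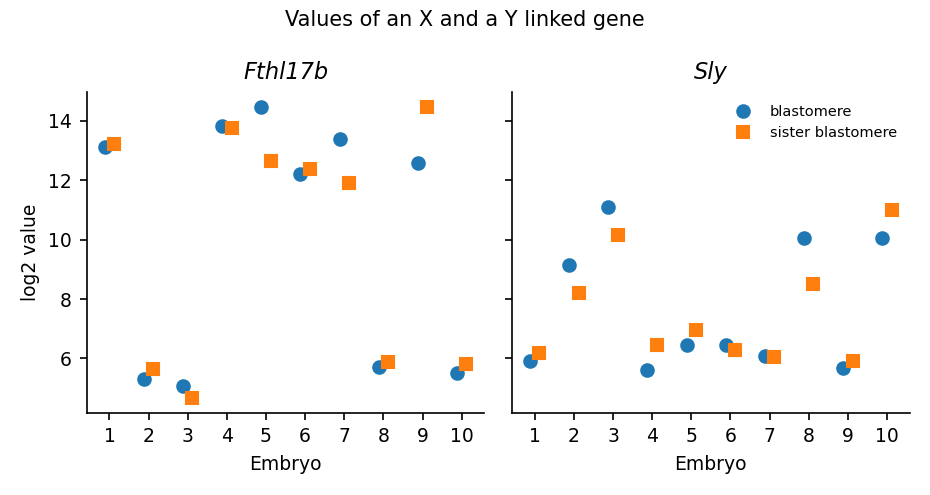
log2 values of the X-linked Fthl17b and the Y-linked Sly in each cell, by embryo, with circles for blastomeres and squares for sister blastomeres. Both sisters of an embryo lie on the same side of the gap, which spans 5.89 to 11.91 for Fthl17b and 6.96 to 8.20 for Sly.

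Among genes of other chromosomes with a usual symbol, Mup3, Gli3 and Ajap1 had the strongest embryo effect. Mup3 on chromosome 4, which encodes a major urinary protein, reached 8.27 to 10.25 in both sisters of embryos 1, 2, 3 and 7 and 4.06 to 5.04 in the other embryos (adjusted p = 0.000169). Gli3 on chromosome 13, a transcription factor of Hedgehog signalling, lay between 5.16 and 6.29 in both sisters of embryos 2 and 7 and between 8.92 and 12.27 elsewhere (adjusted p = 0.000499). Ajap1 on chromosome 4, an adherens junction protein, lay between 5.30 and 5.49 in embryos 1 and 2 and between 7.26 and 11.32 elsewhere (adjusted p = 0.00193). These genes also passed when the genes outside X and Y were tested alone. The remaining 4 genes that did so were predicted models.

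**Figure D5:**
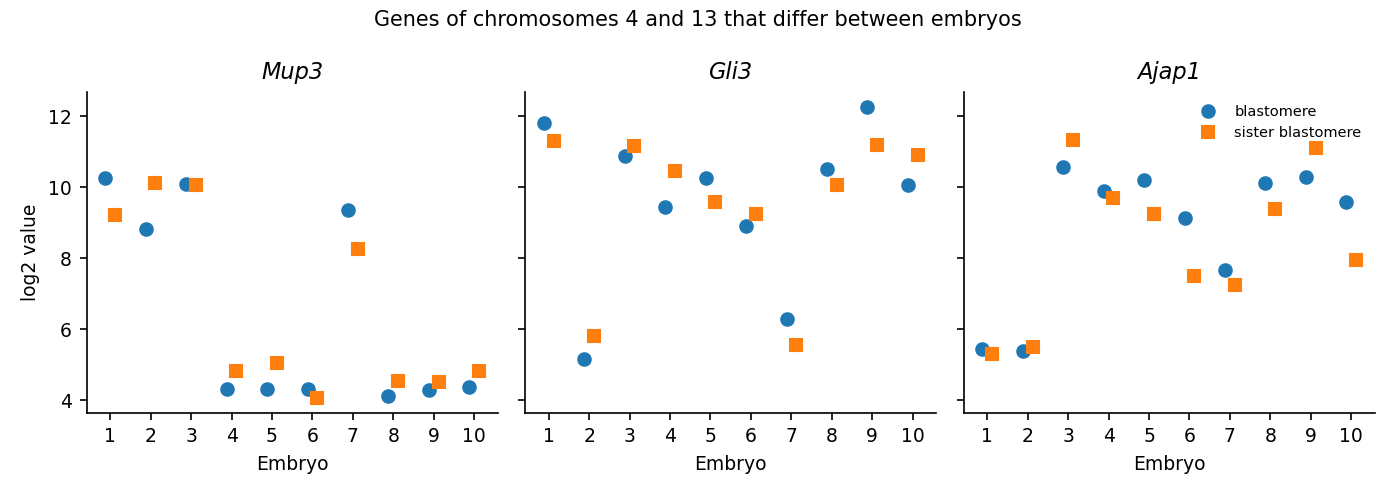
log2 values of Mup3, Gli3 and Ajap1 in each cell, by embryo, with circles for blastomeres and squares for sister blastomeres. The sisters of an embryo lie on the same side of the widest gap in 10 of 10 embryos for each gene.

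Few genes lay farther apart in sisters than in cells of different embryos. The lower tail of the moderated F gave 7 genes, all of them predicted models, 2 to 8 with an embryo left out and 89 after quantile normalization, and the plain analysis of variance F gave 0, while 275 and 194 genes had an unadjusted p under 0.05 where 680 would be expected by chance. The 8 named genes with the smallest p did not pass. They were Blvra, mt-Rnr1, Rfesd, Tmem191c, Gnas, Tcf3, Cited2 and Pdhx, with adjusted p from 0.206 (Blvra) to 0.808 (Pdhx). Blvra, the biliverdin reductase, had an intraclass correlation of -0.874, with a mean of 6.04 ± 0.45 in blastomeres and 6.31 ± 0.49 in sister blastomeres. The mitochondrial ribosomal RNA mt-Rnr1 ranked among them with an intraclass correlation of 0.649 and an SD of 0.03 and 0.05 in the arms, so that its low F came with nearly constant values on all arrays and not with a difference between sisters.

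No gene differed between the title arms after adjustment. With the embryo pair as a block, limma called 0 of 13608 genes (smallest adjusted p = 0.362), the paired t-test called 0, and without the block limma called 0. At an unadjusted p under 0.05, 522 genes were higher and 954 lower in the sister blastomere, 1476 in all, where 680 would be expected by chance. The count was 642 with the control contrast, which was lower in the sister in 10 of 10 embryos, as a covariate, and 544 in the 4 embryos left without those of low contrast. The 6 named genes with the smallest p, none of which passed, were Cpb1, Vps13a, Rnf26, Ncapd3, Traj14 and Pank2. The condensin subunit Ncapd3 averaged 8.40 ± 1.09 in blastomeres and 6.41 ± 1.20 in sister blastomeres, and was lower in the sister in 9 of 10 embryos (difference -1.99, SE 0.39, limma adjusted p = 0.362). The pancreatic carboxypeptidase Cpb1 was lower in 10 of 10 (difference -1.26, SE 0.20), as was Vps13a (difference -0.84, SE 0.15), a lipid transport protein. The ubiquitin ligase Rnf26 (difference -1.06, SE 0.20) and the pantothenate kinase Pank2 (difference -0.72, SE 0.15) were lower in 9 of 10, and the T cell receptor segment Traj14 (difference 0.98, SE 0.19) was higher in 9 of 10, each with an adjusted p of 0.362.

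Maternal transcripts had lower values in the sister blastomeres as a group. Of 47 detected members, 43 had a lower mean in the sister blastomere and 4 a higher one, with a median difference of -0.35 (camera with a preset correlation, adjusted p = 3.21e-07). The call was lost with an estimated correlation (adjusted p = 0.397), and fry gave an adjusted p of 0.0361. It was also lost with the control contrast as a covariate (median -0.12, adjusted p = 0.99) and without the 6 embryos of low contrast (median -0.11, adjusted p = 0.436). The list's median lay below 0 in 10 of 10 embryos, from -0.94 in embryo 2 to -0.03 in embryo 1, and the control contrast was lower in the sister in the same 10 embryos. No member passed over all genes or adjusted over the list alone, and the smallest p belonged to Oas1d (difference -1.37, SE 0.33), an oocyte antiviral enzyme homologue, and the oocyte transcription factor Nobox (difference -0.79, SE 0.24). The median of all 13608 genes was -0.08. No other list passed camera, while fry also called the cell cycle and ribosome biogenesis lists (adjusted p = 0.0361 each). The median difference was -0.25 for 43 genes of zygotic genome activation (adjusted p = 0.168), -0.27 for 40 cell cycle genes (adjusted p = 0.0708), -0.23 for 15 chromatin factors (adjusted p = 0.168), -0.12 for 43 ribosome biogenesis genes (adjusted p = 0.168) and -0.22 for 17 stress response genes (adjusted p = 0.285). For the remaining 9 lists tested, namely apoptosis, cumulus markers, housekeeping, mitochondrially encoded, pluripotency, primitive endoderm, sex-linked, sperm markers and trophectoderm, the adjusted p lay between 0.168 and 0.88.

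Genes of zygotic genome activation had the smallest adjusted p of the lists over detected genes. Their mean absolute log2 difference was 0.85 ± 0.16 (SD, n = 10) between sisters and 1.05 between non-sisters, and sisters were closer in 8 of 10 embryos (permutation test, adjusted p = 0.00918). Of 43 detected members, 0 had an embryo effect over all genes and 2 adjusted over the list alone, Zscan4a (adjusted p = 0.0474), which is transcribed in 2-cell embryos, and AF067061 (adjusted p = 0.0474). Maternal transcripts (0.77 ± 0.22 against 0.85, closer in 8 of 10, permutation adjusted p = 0.0247), pluripotency genes (0.56 ± 0.11 against 0.67, closer in 7 of 10, permutation adjusted p = 0.0247) and sex-linked genes (0.28 ± 0.22 against 0.52, closer in 9 of 10, permutation adjusted p = 0.0247) also lay closer in sisters. All genes together lay at 0.68 and 0.75, a difference close to that of the maternal transcripts. Among 16 detected pluripotency genes, Sall4 on chromosome 2 had an embryo effect over all genes (adjusted p = 0.043), which did not pass when the genes outside X and Y were tested alone. Sall4 (adjusted p = 0.00512) and Klf5 (adjusted p = 0.0435), both zinc finger factors of early embryos, passed adjusted over the list alone. The X-linked histone methyltransferase Suv39h1 passed adjusted over the list of 15 chromatin factors alone (adjusted p = 0.0202), without a difference of that list as a whole (permutation adjusted p = 0.103). The sex-linked list held only 2 detected genes, Eif2s3y and Sry, of which Eif2s3y passed over the list alone (adjusted p = 0.00209). The closeness of that list rested mainly on Eif2s3y, with a mean ratio of 1.27 between sisters and 1.87 between non-sisters. For Sry these were 1.20 and 1.22.

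The other lists did not pass the permutation test. The adjusted p was 0.0761 for 7 mitochondrially encoded genes, 0.0995 for 17 stress response genes, 0.129 for 15 apoptosis genes, 0.21 for 40 cell cycle genes and for 43 ribosome biogenesis genes, 0.276 for 6 housekeeping genes, 0.57 for 11 trophectoderm genes and 0.928 for 4 primitive endoderm genes. With 1 detected member each, germ cell development and the genes reported as asymmetric gave adjusted p of 0.887 and 0.591. The smallest unadjusted p for the embryo effect within these lists belonged to genes such as ND6 of the mitochondrial genome (p = 0.00924), Bub1 of the spindle checkpoint (p = 0.0151), Hprt (p = 0.0162), Tead4 of the trophectoderm (p = 0.0175), Utp14a of the ribosome processome (p = 0.02), Cdkn1a (p = 0.0382), Casp6 (p = 0.0495) and Dab2 (p = 0.0759), none of which passed adjusted over its list alone. Markers of cumulus cells, sperm and blood were mostly not detected. Of 32 measured cumulus markers 4 were detected, of 16 measured sperm markers 2, and of 11 measured blood markers 0, and sisters were neither closer nor farther apart for cumulus (adjusted p = 0.802) or sperm markers (adjusted p = 0.948).

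The ratio of the higher over the lower value of sisters exceeded 2 on average for 3337 genes, 5 for 301 genes and 10 for 78 genes. Pairings of cells from different embryos gave more of each, 3941 to 4466 genes over 2, 405 to 540 over 5 and 103 to 161 over 10 in 100 draws. The median of the 10 ratios exceeded 2 for only 1364 genes, so that many means rested on few embryos. Among genes with a mean log2 value of at least 8, 107 had a ratio over 2 in at least 8 embryos. The largest mean ratio belonged to adapt33_2, a noncoding feature on chromosome 5 with 30 probes, at 1442 ± 3455 with a median of 278. Its values ranged from 4.49 to 17.94. Both extremes were in embryo 4, which gave the largest ratio and carried much of the mean. It was lower in the sister blastomere in 7 of 10 embryos without passing the title arm test (difference -4.94, SE 1.92, limma adjusted p = 0.421). Prkag1, a subunit of the energy sensor AMP-activated kinase, followed (25.7 ± 32.9), then the pseudogene Eif3s6-ps2 (18.1 ± 21.5), the long noncoding RNA Platr23 (11.6 ± 7.83), the interferon-induced Ifitm6 (10.5 ± 11.4) and the mitochondrial threonine transfer RNA mt-Tt (10.3 ± 10.7). The remaining named genes were pseudogenes of the oocyte homeobox family on chromosome 7, Obox4-ps11 (8.92 ± 14.4, median 3.28), Obox4-ps8 (8.62 ± 13.6, median 3.47), and Obox4-ps21 and Obox4-ps18 with the same values (8.36 ± 12.1, median 4.40). Embryo 3 gave the largest ratio of each of these pseudogenes, with Obox4-ps11 at 14.23 in the blastomere and 8.61 in the sister. For each of these genes the SD was close to or above the mean, except for Platr23. The lowest values of adapt33_2 (4.49), Ifitm6 (4.73), Eif3s6-ps2 (4.73) and Platr23 (5.03) lay near the negative control median of 4.69, so that their ratios depend on the background and their order is uncertain. The lower-tail adjusted p was 1 for each of the 10 genes, so that sisters were not shown to lie farther apart than cells of different embryos.

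The genes reported elsewhere as asymmetric between sister blastomeres had small ratios. Fzd2, a Wnt receptor, had a ratio of 1.25 ± 0.139 (SD, n = 10) between sisters and 1.31 between non-sisters. Zeb1, a zinc finger repressor, had 1.21 ± 0.217 against 1.30, and Mgat5, an N-glycan branching enzyme, 1.65 ± 1.55 against 1.70, both at mean log2 values under the detection limit (5.64 and 5.27). The Mgat5 mean rested on 1 embryo with a ratio of 6.06, and was 1.17 without it. Housekeeping genes spanned a wider range. The ratio was 1.18 ± 0.158 for Gapdh, 1.27 ± 0.287 for H2afz, 1.31 ± 0.37 for Ppia, 1.57 ± 0.357 for Actb, 1.69 ± 0.922 for the X-linked Hprt and 2.51 ± 1.52 for Eef1e1, against 1.27, 1.31, 1.46, 1.48, 2.33 and 2.66 between non-sisters. Of the germ cell development genes, Dazl, an RNA-binding protein of germ cells, had a ratio of 3.36 ± 5.22 with a maximum of 18.1 in embryo 2, against 2.65 between non-sisters and 1.72 without that embryo. It was lower in the sister blastomere in 8 of 10 embryos (difference -0.90, SE 0.38, p = 0.0362 as the only detected member of its list, limma adjusted p = 0.446 over all genes), where the control contrast was lower as well. The other members, Bmp4 (1.11 ± 0.0681), Bmp8b (1.11 ± 0.0724), Prdm14 (1.22 ± 0.177) and Nanog (1.21 ± 0.118), were not detected.

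Of the 11 sex-linked genes measured, Eif2s3y and Sry were detected. Eif2s3y, a Y-linked translation factor, had a ratio of 1.27 ± 0.296 between sisters and 1.87 between non-sisters. Sry, the sex-determining gene, had 1.20 ± 0.194 against 1.22. The other members had mean values below the detection limit, at 5.64 for Xist, the RNA that coats the inactive X, 4.99 for Tsix, 4.94 for Ddx3y, 5.02 for Kdm5d, 5.56 for Uty, 5.39 for Usp9y, 5.18 for Zfy1, 4.7 for Zfy2 and 5.24 for Uba1y. Their ratios between sisters were 1.46 ± 0.771 for Xist, 1.10 ± 0.0835 for Tsix, 1.11 ± 0.112 for Ddx3y, 1.22 ± 0.374 for Kdm5d, 1.25 ± 0.306 for Uty, 1.21 ± 0.378 for Usp9y, 1.18 ± 0.118 for Zfy1, 1.53 ± 1.16 for Zfy2 and 2.75 ± 5.20 for Uba1y, against 1.45, 1.14, 1.16, 1.22, 1.64, 1.65, 1.38, 1.63 and 2.73 between non-sisters. The Uba1y mean rested on embryo 10, with values of 4.98 in the blastomere and 9.11 in the sister, and was 1.11 without it.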

Values the study reported

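The study reported that hierarchical clustering of the blastomere transcriptomes matched 4 of 10 pairs with the correct sister at first order, and 2 of 8 pairs of blastocysts, proportions that did not differ significantly (p = 0.502, Fisher's exact test). For genes described in the literature as unequal between sister blastomeres, it gave ratios of 1.153 ± 0.351 for Fzd2, 1.595 ± 1.418 for Mgat5 and 1.124 ± 0.357 for Zeb1.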

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

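The tests weighed here were chosen after the results were seen, except the comparison of maternal transcripts with matched lists and their relation to the difference in contrast, which were written down before they were run.

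A value far from the other 9 of its arm was found in 15 of 145 groups checked. Most groups held values of 68 genes of this report, some of them named for extreme values or a small p. The rate of about 1 in 20 that chance gives for unselected values is therefore no baseline for this count. Embryo 3 had such values for Rfesd in opposite directions, 6.72 in the blastomere and 5.38 in the sister (medians of the others 5.98 and 6.09). The blastomere of embryo 3 stood out for Vps13a (11.12 against 9.49) and its sister for Ncapd3 (9.53 against 6.03) and Zfy2 (6.89 against 4.49). In embryo 2, Mgat5 was at 7.66 in the blastomere (5.21) and Dazl at 9.25 in the sister (11.88), which gave the largest ratio of each of these 2 genes. Embryo 8 stood out for Zfy1 (6.14 against 4.98) and Zfy2 (5.37 against 4.48) in the blastomere and for Kdm5d (6.15 against 4.99), Uty (6.71 against 5.31) and Zscan4a (13.83 against 11.52) in the sister. Xist was high in the blastomere of embryo 5 (6.72 against 5.38) and the sister of embryo 1 (7.06 against 5.46), and in neither case in the other cell of that embryo. Uba1y was at 9.11 in the sister of embryo 10 (5.05). Each flagged value of a Y-linked gene was a high one in embryo 3, 8 or 10, where Sly was high too. Embryo 2, where Sly was also high, had none. Both flagged Xist values lay in embryos in which Fthl17b was high. Among 3017 detected features without a gene symbol, 17 had an embryo effect, 3 of them on Y, while shuffled pairings gave at most 3 in 20 draws.

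Only 4 of 10 sister pairs were joined directly although sisters were on average more alike. The lower contrast was 3.54 to 4.73 in these pairs and 2.96 to 3.33 in the other 6, a division seen only after the clustering. It did not hold under each planned setting. Spearman correlation and no filter joined embryos 3, 6, 9 and 10, and quantile normalization joined 1, 3, 6, 9 and 10. Embryo 6 had a lower contrast of 3.11, and embryo 1, lost under Spearman correlation and no filter, 4.45. Complete linkage and Euclidean distance kept embryos 1, 3, 9 and 10. All array features joined 1, 3 and 10, without embryo 9, whose lower contrast was 4.07. Without the genes of X and Y, a setting added after the data were seen, only embryos 9 and 10 were joined. Embryos 1 and 3, with the highest lower contrasts (4.45 and 4.73), were then lost. The count thus depended in part on genes of X and Y. Low signal contrast of an array is a candidate explanation, since the sister correlation rose with the lower contrast of the pair (r = 0.804), though for the excess over other embryos r was 0.677 without the 2 farthest embryos (permutation p = 0.0832). A linear trend of each gene with contrast is argued against as the whole cause, because removing it gave 5 pairs, but embryos 7 and 8, of low contrast, were then joined and embryo 3 was not, so that a part in the count stays open. An offset between the title arms is not needed either: centring on the arms gave 9 pairs, but 49 of 100 splits that part every pair, the arms included, gave as many (up to 10), so that the centring itself raises the count. A contrast set by the RNA content of the cell and one set by its handling stay open, as does a difference between the sisters of some embryos, which was not tested apart from contrast.

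Maternal transcripts were lower in the sister blastomeres together with the control contrast. The median of the list, -0.35, was lower than in each of 10000 lists matched on mean expression (percentile 0). The matched lists had a median of -0.16, and their middle 95% lay from -0.24 to -0.06. Members of the maternal list move together (estimated correlation 0.141), while the matched genes were drawn singly, so that this range is too narrow. The comparison therefore cannot decide whether all genes at that expression level lost signal. Low contrast of an array stays open: the median difference rose with the difference in contrast (r = 0.654, permutation p = 0.0424; Spearman rho = 0.733, permutation p = 0.0198), though r fell to 0.345 without the 2 embryos farthest from the median. With the contrast as a covariate, the median was -0.12 (all genes -0.07) and 26 of 47 members were lower (camera adjusted p = 0.99), and without the 6 embryos with low contrast it was -0.11 (all genes -0.02) and 32 of 47 were lower. The contrast was lower in the sister in each embryo, so that an effect of the cell's title apart from contrast was not resolved, and a biological difference between the cells stays untested.

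The genes of X and Y do not account for the similarity of sisters as a whole, since the difference in mean correlation was 0.0101 without them (permutation p = 1e-05, the smallest it can give). Of 100 pairings, the real one and random ones that part all sisters, 1 gave as many as 106 genes alike in sisters, and the highest other gave 52. As far as 100 pairings can tell, chance can be excluded for the number as a whole, but not for each gene in it. Of the 44 outside X and Y, 7 passed when such genes were tested alone. For the 7 genes that lay apart, 100 of 100 pairings gave as many (up to 145), and chance cannot be excluded. For the title arm, no split can give fewer than 0 genes, so that the 100 of 100 splits with as many (up to 2) say nothing about chance. For the 1476 genes at an unadjusted p, 2 of 100 splits that part every pair gave as many, the real one included (highest other 1678, median 615). Chance can be excluded only at the 0.05 level there, as another split gave more genes, and low contrast stays open, since 642 genes with the contrast as a covariate and 544 without the 6 embryos of low contrast were no more than the 680 expected, in a comparison where contrast and title go together.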

How the results depend on the processing

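Settings added after the data were seen are genes outside X and Y, centring over all arrays, the contrast as a trend or covariate, the 6 embryos with low contrast left out, and lists without the block. The difference in correlation between sisters and non-sisters, the directly joined pairs and the nearest neighbours kept their direction and their side of the threshold under 20, 22 and 19 alternatives, with p up to 0.0417, 0.0269 and 0.00958. The setting without the 6 embryos of low contrast, counted among these, left exactly the 4 pairs joined directly, in which each cell was the best match of the other. The true pairing was thus bound to have the highest mean correlation, and the p of 0.0417 is the smallest that 4 pairs can give. This setting therefore says nothing about the stability of the difference in correlation, the direct pairs or the nearest neighbours. With an embryo left out, the difference ranged from 0.0114 to 0.0146, direct pairs from 3 to 5, nearest neighbours from 8 to 11, genes alike in sisters from 78 to 135, genes apart from 2 to 8, ratios over 2 from 3149 to 3455 genes, and the title arm gave 0 genes throughout. The title arm also gave 0 genes without the replicate block (1002 at an unadjusted p under 0.05), by paired t-test (1444), with the contrast as covariate (642), without the 6 embryos of low contrast (544) and under each other setting. Genes alike in sisters numbered 28 with a mean log2 of at least 8 (fewer genes tested), 7 outside X and Y and 39 without the 6 embryos of low contrast, and the plain analysis of variance named in the methods gave 141 (1924 unadjusted), of which 79 were among the 106. Genes apart numbered 0 with no filter, by plain analysis of variance, with trend and robust options and without the 6 embryos, and 89 after quantile normalization; the cause was not tested. Ratios exceeded 2 for 1949 genes with a mean log2 of at least 8 and for 1364 by their median. Lists shifted between arms by camera numbered 1, against 6 with no filter, 0 with an estimated correlation, 3 by fry, 2 without the block, and 0 with the contrast as covariate or without the 6 embryos. Lists closer in sisters numbered 4, and 5 with no filter, where blood markers gave an adjusted p of 0.884.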

Other observations

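Several X-linked genes with an embryo effect were high in the embryos in which the Y-linked Sly was low. The labels give no sex, and the test below was chosen after the values were seen. By the widest gap in its values, Fthl17b was high in both sisters of embryos 1, 4, 5, 6, 7 and 9 and Sly in both sisters of embryos 2, 3, 8 and 10. The 2 genes lay on opposite sides in 20 of 20 cells, and so did Sly and each of Fthl17e, Fthl17f, Fthl17d, Mageb6-ps and Pramel3. The X-linked Jade3 and Ddx26b did so in only 16 and 14 cells. Eif2s3y, also on Y, lay between 6.15 and 7.45 in embryos 2, 3, 8 and 10 and between 5.33 and 5.86 in the other embryos, although its widest gap lay higher, with 4 cells above it and 2 embryos split. Sry, the other detected Y-linked gene of the sex-linked list, did not pass for an embryo effect (intraclass correlation 0.0958, unadjusted p = 0.621). Its values were similar in embryos 2, 3, 8 and 10 (6.40 to 7.45) and in those with low Sly (6.53 to 7.12). It therefore speaks neither for nor against a difference of sex. Usp9y, with a mean under the detection limit, lay between 5.35 and 6.53 in embryos 2, 3, 8 and 10 and between 4.85 and 5.15 elsewhere. The ranges of each other undetected Y-linked member of the list overlapped between these embryos and the rest. The sex of the embryo may underlie the embryo effect of Fthl17b and the genes that followed it, a hypothesis found and tested on the same cells.

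Mup3, Gli3 and Ajap1 did not follow these embryos. Mup3 was on the opposite side to Sly in 8 of 20 cells, Gli3 in 12 and Ajap1 in 12. No explanation was tested for them.

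Biological process terms of the annotation were examined for genes outside X and Y, by the absolute difference of sisters relative to that of all such genes. Of 391 terms with 20 to 200 detected genes, none passed after adjustment over the permuted pairings (smallest adjusted p = 0.117), and 39 had an unadjusted p under 0.05. The 5 terms that shared the smallest adjusted p included negative regulation of transforming growth factor beta receptor signaling, where 20 genes lay at 0.862 of the overall difference between sisters and 1.01 between non-sisters, and regulation of translation, where 91 genes lay at 0.899 and 0.97. In the other 3, sisters lay relatively farther apart: mitochondrion organization (36 genes, 1.02 and 0.914), activation of MAPK activity (20 genes, 1.31 and 1.17) and response to organic cyclic compound (62 genes, 1.06 and 0.966).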
